A study of Mus musculus with 32 samples. Its data were reported in "OMA1 mediates local and global stress responses against protein misfolding in CHCHD10 mitochondrial myopathy" (2022).

How the data were processed

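Total RNA from 32 mouse hearts was measured on Affymetrix Clariom S Mouse arrays, with 1 biotin-labelled sample per array. Each array is a separate animal, and per the labels there were 4 hearts per genotype. The 14-week cohort held mice with wild-type CHCHD10 (C10 WT) or the G58R mutation (C10 G58R), and the 20-week cohort held C10 WT or S59L (C10 S59L) mice. In both cohorts the animals were either heterozygous (OMA1+/-) or knocked out (OMA1-/-) for OMA1, a protease of the inner mitochondrial membrane, so that the 8 groups form a pair of 2 by 2 designs of 16 arrays each.

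The deposited values are log2 gene-level expression made by SST-RMA (background, normalization and summarization of probes). Transcriptome Analysis Console was used with default settings, per the submitters' notes and the study's methods. Whether the 32 arrays were normalized together or by cohort is not given in the sources used here. The deposited table held 28846 probe sets, with log2 values from 2.20 to 19.70. Control probe sets (6640) were set aside. Of the 22206 target probe sets, 19572 carried 1 gene symbol, 0 carried several and 2634 carried none, and the last were left out of the tests by gene. Where several probe sets named the same gene (55 genes, among them Ddit3 and Ccl21b), the probe set with the highest mean over all arrays was used, which left 19505 genes. All 19572 Entrez identifiers were found in the reference gene table, and 0 symbols needed an update.

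Arrays have no read depth, so the number of arrays limits the precision. Median log2 expression per array lay between 6.54 and 6.75. As an empirical background, the 95th percentile of the means of 1412 olfactory and vomeronasal receptor genes was taken, a log2 value of 6.59; 9913 genes had a mean above it. Where a named gene lay below this value on all 4 arrays of a group, its change has only a bound, which was computed as the mean of the brighter group minus 6.59 and is given as "at least". No change is given where both groups had means below it. This was decided after the first results were seen. Interactions and differences that involve such groups are given as fitted, and their sizes are neither measured changes nor bounds.

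Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes) on a model of group means without covariates, fitted to the 16 arrays of a cohort, or to all 32 for the contrasts between the mutations. All tests were two-sided. P values were adjusted by the Benjamini-Hochberg method over the 19505 genes, and genes at adjusted p below 0.05 were counted as changed. In total 12 contrasts were fitted, of which 4 were interactions or differences between effects. Errors of log2 fold changes are the standard errors (SE) of limma, and SD is used for group levels. Groups of genes were tested with limma's camera at a preset correlation of 0.01, adjusted over 42 lists of pathways, protein complexes and cell type markers, with camera at an estimated correlation and fry as further tests. Lists and their members, the rule for naming genes and most alternatives were written down before the data were examined. Of the lists, 4 that were tested were marked as holding genes that the study itself names from these hearts, and their results are not independent evidence of direction. The study also names Lonp1, a member of the list of mitochondrial chaperones and proteases. It further reports tRNA aminoacylation and mitochondrial translation among the pathways most raised by G58R in these hearts. The lists of chaperones and proteases, tRNA synthetases and mitochondrial ribosomal proteins are therefore not independent evidence of direction either. The preset-correlation test called 178 combinations of list and contrast, of which 21 also passed with an estimated correlation and 123 passed with fry.

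The rule for naming genes takes, for each contrast, the 10 largest rises and 8 largest falls among changed genes above the background whose 4 values in a group lie beyond all 4 of the other group, leaving out predicted genes, and without the condition on overlap for interactions and differences. It also takes 2 to 4 members of each list with the smallest p and a fixed set of genes, not all of which are described for each contrast below. After the data were seen, the members were limited to 3 in each called list.

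The tests were also run on simulated arrays with 200 genes changed by known amounts. This check was written after first fits of the real data. Each gene had its mean over the arrays of the fit and its pooled spread within groups, with independent noise. The real group differences, links between genes and uneven tissue were thus left out, and the shares hold for such data only. Between pairs of groups, limma called 46.3% of genes simulated with a log2 change of 1 and 93.9% of those with a change of 2 for C10 G58R against C10 WT on OMA1+/-. For the interaction of S59L and OMA1 these shares were 3% and 77.3%.

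Alternatives planned from the start were fits of only the groups compared or of all 32 arrays, sex as a covariate, the replicate number as a block, quantile normalization, centring on array medians, filters on dim genes, limma's trend and robust options, array weights, the mean of a gene's probe sets, stricter thresholds and leaving out each array in turn. After the data were seen, the per-array mean of adipocyte or of atrial markers as a covariate, a fit without 7 arrays whose adipocyte marker mean was above 9, and a control of all 8 C10 WT arrays of the 14-week cohort were added. Permutations of residuals with the main effects kept, 100 counting the real arrangement, were also added then for the interactions and differences. The sex labels were checked against Y-linked genes, and 32 of 32 arrays matched. Figures were drawn with matplotlib 3.10.9. Hearts treated with antisense oligomers, proteomics and other experiments of the study are not analysed here.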

Results

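Gene expression was measured in whole hearts of 32 mice on 1-colour arrays. CHCHD10 (C10) is a protein of the mitochondrial intermembrane space, and the G58R and S59L mutations in it were studied in mice that were heterozygous (OMA1+/-) or knocked out (OMA1-/-) for OMA1, a stress-activated protease of the mitochondrial inner membrane. C10 G58R hearts (14 weeks) and C10 S59L hearts (20 weeks) each had C10 WT hearts of that age, with 4 animals per genotype and no technical replicates. Sexes were balanced at 2 males and 2 females in all groups except C10 WT OMA1-/- (3 males) and C10 G58R OMA1+/- (3 females) at 14 weeks. Every value below is limited by the number of arrays and is a log2 fold change ± SE, n = 4 per group unless stated. The integrated stress response (ISR) is the program that ATF4 and related transcription factors run when translation initiation is inhibited, and OMA1 can trigger it from mitochondria. Per the study, most C10 G58R OMA1-/- pups died soon after birth, so that hearts of this genotype come from survivors, which it describes as decompensated.

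Oma1, the knocked-out gene, was examined in every group first. In the 14-week cohort its mean log2 level was 10.29 ± 0.45 (SD, n = 4) in C10 WT OMA1+/- and 9.40 ± 0.13 in C10 WT OMA1-/- hearts. It was 10.42 ± 0.16 in C10 G58R OMA1+/- and 10 ± 0.14 (9.83 to 10.14) in C10 G58R OMA1-/- hearts. At 20 weeks the levels were 9.76 ± 0.19 and 9.08 ± 0.38 in C10 WT and 9.78 ± 0.37 and 9.22 ± 0.34 in C10 S59L hearts. Every OMA1-/- array lay below all OMA1+/- arrays of its C10 genotype, 4 of 4 in each, except in C10 S59L hearts, where 3 of 4 did. None of these differences passed limma's test (adjusted p = 0.175, 0.311, 0.804 and 0.39 in the order given). Among OMA1-/- hearts at 14 weeks, Oma1 was called higher with G58R than in C10 WT (0.53 to 0.66 with each array left out, a call lost with 3 of 16). Where the Oma1 probes lie relative to the deleted part is not known here, so the signal is a check of direction only.

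**Figure D1:**
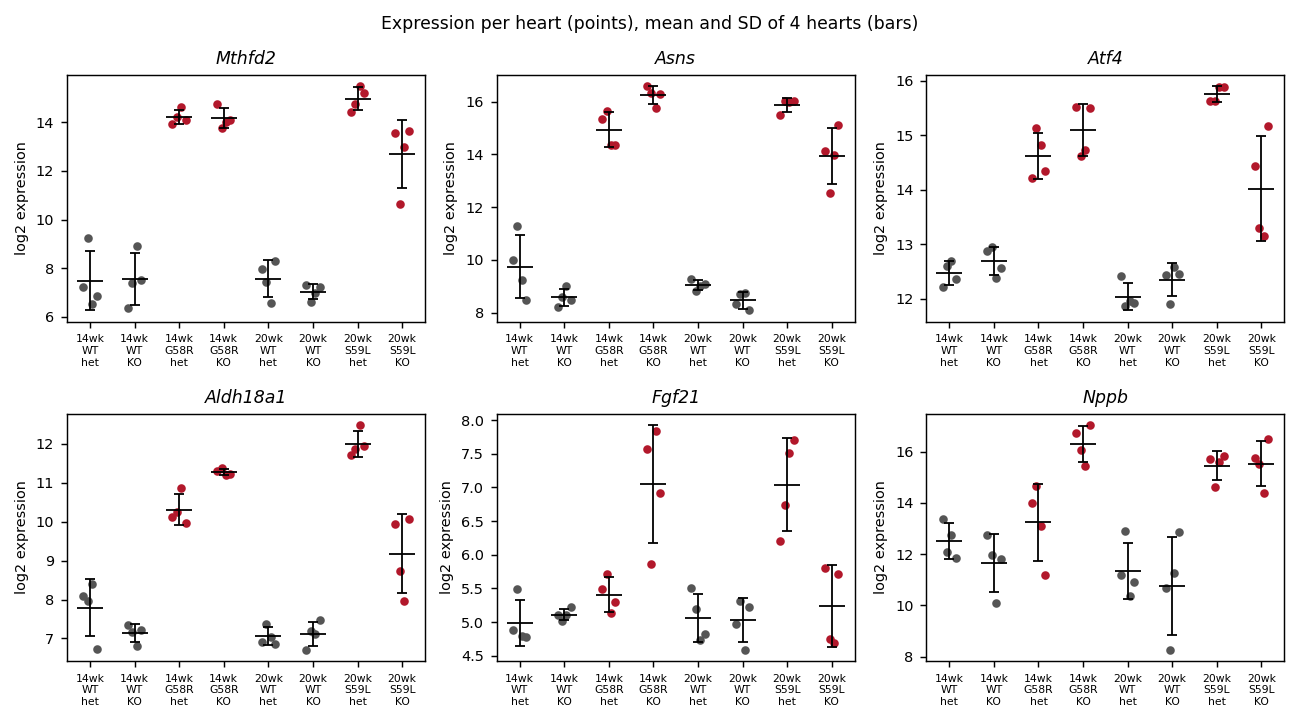
Log2 levels of Mthfd2, Asns, Atf4, Aldh18a1, Fgf21 and Nppb in each heart (points, red for mutant hearts) with the mean and SD of the 4 hearts of a group (bars). Mean levels of Mthfd2, Asns, Atf4 and Aldh18a1 were higher in each mutant group than in every C10 WT group.

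The effect of G58R was read first on the OMA1+/- background. Mthfd2, a mitochondrial enzyme of 1C (folate) metabolism, rose by 6.75 ± 0.50 and Asns, asparagine synthetase, by 5.19 ± 0.44. Ostn, which encodes the secreted peptide osteocrin, rose by 6.25 ± 0.51. Atf5 and Atf4, transcription factors of the ISR, rose by 4.43 ± 0.25 and 2.16 ± 0.25, and Slc7a5, a transporter of large neutral amino acids, by 4.40 ± 0.31 (adjusted p at most 7.98e-05 for all of these). Among the falls were major urinary protein genes, a family of near-identical copies whose probes can share signal, with Mup22 at -5.36 ± 0.88 and Mup19 at -5.31 ± 0.83, calls lost with only the groups compared in the fit and kept at -1.83 and -2.02 without the 7 arrays described below. Thrsp, a regulator of lipid synthesis, was at -3.17 ± 0.77, a call lost with each of 11 of 16 arrays left out in turn (-3.89 to -2.64 over all 16), with only the groups compared, with all 32 arrays in 1 fit, with the trend and robust options, with the adipocyte covariate (-0.97) and without the 7 arrays (-1.01). In all, 387 DEGs passed (295 higher, 92 lower).

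Among gene groups, 9 of 18 cytosolic aminoacyl-tRNA synthetases rose and 9 did not pass (13 rose when adjusted over the list alone), with Sars at 2.29 ± 0.23, Iars at 2.25 ± 0.21 and Gars at 2.17 ± 0.23. Their camera adjusted p was 2.93e-20, and the adjusted p = 0.00569 with an estimated correlation. Of 14 genes of serine, 1C, proline and asparagine synthesis 8 rose, 0 fell and 6 did not pass (12 higher and 1 lower adjusted over the list alone), among them Aldh1l2 at 3.32 ± 0.29, Psat1 at 3.17 ± 0.43 and Aldh18a1 at 2.51 ± 0.28. The camera adjusted p was 1.6e-17, with adjusted p = 0.00104 with an estimated correlation. Of 13 ISR transcription factors and regulators 5 rose and 8 did not pass (8 adjusted over the list alone, camera adjusted p = 2.5e-12, and adjusted p = 0.0174 with an estimated correlation). Some genes in both of these lists were named by the study from these hearts, so that they are not independent evidence of direction. Ddit3, which encodes CHOP, rose by 1.64 ± 0.35 and Cebpg by 1.26 ± 0.26. The call of Ddit3 was lost without C10 WT OMA1+/- replicate 2 (1.55) or C10 G58R OMA1+/- replicate 2 (1.40) or 3 (1.51), that of Cebpg without C10 G58R OMA1+/- replicate 2 (1.08), and both without the 7 arrays described next. Amino acid transporters had 8 rises, 1 fall and 4 without a call among 13 (9 higher and 2 lower adjusted over the list alone, camera adjusted p = 2.38e-09, and adjusted p = 0.0174 with an estimated correlation), with Slc7a3 at 3.29 ± 0.41 and Slc7a1 at 1.67 ± 0.24. Slc7a5, Slc7a3 and Aldh1l2 lay below the background on 3 of 4 arrays of C10 WT OMA1+/- hearts.

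Mitochondrial chaperones and proteases had 4 rises and 10 without a call among 14 (8 adjusted over the list alone, camera adjusted p = 1.03e-08, and adjusted p = 0.0239 with an estimated correlation). Lonp1, a matrix protease, rose by 2.33 ± 0.27 (1.54 without the 7 arrays described next, call kept) and Dnaja3 by 1.24 ± 0.20, the latter call being lost with all 32 arrays in 1 fit. Of 76 mitochondrial ribosomal proteins 8 rose and 68 did not pass (21 adjusted over the list alone, camera adjusted p = 5.32e-15, lost at adjusted p = 0.0624 with an estimated correlation). In complex IV, Cox6a1, the liver isoform of its subunit, rose by 1.04 ± 0.26 (adjusted p = 0.0446), a call lost with each of 13 of the 16 arrays left out in turn (0.75 to 1.23 over all 16), with only the groups compared, with sex as a covariate (0.96), quantile normalization (0.91) and array weights (0.86). It was kept at 1.66 with the adipocyte covariate and at 1.93 without the 7 arrays. The heart isoforms Cox6a2 and Cox7a1 stood at 0.09 ± 0.14 and -0.54 ± 0.19 (adjusted p = 0.786 and 0.146). The 4 liver isoforms, a list partly named by the study, had 1 rise and 3 without a call (3 adjusted over the list alone, camera adjusted p = 0.00396, lost at adjusted p = 0.192 with an estimated correlation). Fgf21, a hormone induced by the ISR, did not pass (adjusted p = 0.503) and lay below the background of 6.59 on all 4 arrays of both groups (means 5.41 and 4.99).

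Adipocyte markers differed among these hearts. Their mean log2 level was 9.82, 10.38 and 11.06 in C10 WT OMA1+/- replicates 1 to 3 and 6.33 in replicate 4, against 5.77 to 7.36 in C10 G58R OMA1+/- hearts. Of 7 adipocyte markers 1, Retn, fell (-4.48 ± 1.01) and 6 did not pass (5 adjusted over the list alone, camera adjusted p = 2.01e-05, lost at adjusted p = 0.149 with an estimated correlation). The call of Retn was lost without C10 WT OMA1+/- replicate 1 (-4.20), 2 (-3.86) or 3 (-3.84) or C10 G58R OMA1+/- replicate 3 (-3.98) or 4 (-4.36). It was also lost with only the groups compared, with all 32 arrays in 1 fit and with the trend and robust options. Of 8 lymphocyte markers 2 fell, the B cell genes Cd79a and Cd79b, whose means lay below the background in both groups, and 6 did not pass (5 adjusted over the list alone, camera adjusted p = 2.01e-05, and adjusted p = 0.0174 with an estimated correlation). The calls of both genes were lost with only the groups compared and with all 32 arrays in 1 fit. Endothelial markers had 0 of 8 past the test (0 adjusted over the list alone) and all 8 lower, with a mean of -0.46 (camera adjusted p = 0.00863, lost at adjusted p = 0.285 with an estimated correlation). The endothelial call was also lost without C10 WT OMA1+/- replicate 4, where the mean was -0.24, and with array weights. With the adipocyte covariate it was kept at -0.85, and without the 7 arrays the mean was -1.13. Mesothelial markers had 0 of 5 past the test (1 lower adjusted over the list alone) and all 5 lower, with a mean of -1.06 (camera adjusted p = 0.0175, lost at adjusted p = 0.384 with an estimated correlation). That call was also lost without C10 WT OMA1+/- replicate 1 (-0.71) or 3 (-0.84) or C10 G58R OMA1+/- replicate 3 (-0.55), with the adipocyte covariate (-0.18) and without the 7 arrays (-0.10). Without the 7 arrays of high adipocyte markers, a choice made on those markers that leaves 1 C10 WT OMA1+/- array and so tests nothing about them, the count of DEGs was 2515, of which 254 were among the 387, and with the marker mean as a covariate it was 1459. Without C10 G58R OMA1+/- replicate 1, 2 or 3 the count was 239, 144 or 160, and with only the groups compared in the fit it was 63.

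**Figure D2:**
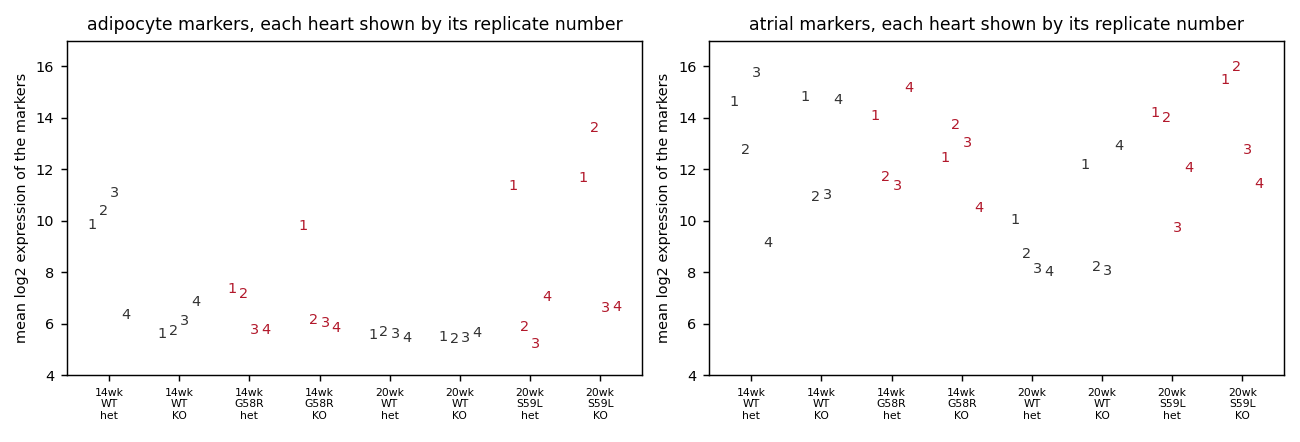
Mean log2 level of adipocyte and of atrial markers on each array (shown by its replicate number), by group. The adipocyte mean lay above 9 on 7 arrays, 3 of them C10 WT OMA1+/- at 14 weeks.

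On the OMA1-/- background the G58R mutation changed 6547 genes (3572 higher, 2975 lower). When tested among genes above the background alone the count was 4932 (3275 higher, 1657 lower), with 66.4% higher against 54.6%, and after quantile normalization it was 5725 (2840 higher, 2885 lower), with 49.6% higher. Ostn rose by 8.46 ± 0.51, Asns by 7.66 ± 0.44, and Nmrk2, a kinase that makes the NAD precursor nicotinamide mononucleotide, by at least 6.28, since it lay below the background on all 4 C10 WT OMA1-/- arrays. Lcn2, a secreted siderophore-binding protein, rose by 7.26 ± 0.87 (2 of 4 C10 WT OMA1-/- arrays below the background, as for Ostn), and Cdkn1a, a cell cycle inhibitor and p53 target, by 6.14 ± 0.52. Falls included Lgals4 at -4.92 ± 0.66, Hrc, a calcium-binding protein of the sarcoplasmic reticulum, at -4.89 ± 0.41, and Rpl3l, a ribosomal protein of striated muscle, at -4.73 ± 0.33 (adjusted p at most 2.54e-05 for all of these). Atf4 rose by 2.40 ± 0.25, Fgf21, below the background on all 4 C10 WT OMA1-/- arrays, by at least 0.46, and Nppb, the gene of brain natriuretic peptide, by 4.66 ± 0.62.

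Of the cytosolic tRNA synthetases 16 of 18 rose (17 adjusted over the list alone, camera adjusted p = 2.52e-14, and adjusted p = 0.0185 with an estimated correlation), as did 11 of 13 amino acid transporters (11 adjusted over the list alone, camera adjusted p = 2.73e-09, and adjusted p = 0.0185 with an estimated correlation). The partly study-named serine, 1C, proline and asparagine list had 12 rises and 1 fall among 14 (12 and 1 adjusted over the list alone, camera adjusted p = 5.69e-09, and adjusted p = 0.0185 with an estimated correlation). Cardiac stress and fetal genes had 8 rises and 4 without a call among 12 (11 adjusted over the list alone, camera adjusted p = 2.9e-06, lost at adjusted p = 0.111 with an estimated correlation), with Fhl1 at 4.32 ± 0.51 and the slow myosin gene Myh7 at 1.86 ± 0.49. Endothelial markers had 7 falls and 1 without a call among 8 (8 adjusted over the list alone, camera adjusted p = 0.000152, lost at adjusted p = 0.18 with an estimated correlation), with Cdh5 at -2.19 ± 0.33 and Pecam1 at -1.26 ± 0.22. Macrophage markers had 6 rises and 4 without a call among 10 (7 adjusted over the list alone, camera adjusted p = 0.000734, lost at adjusted p = 0.314 with an estimated correlation), with C1qb at 2.59 ± 0.51. In complex IV, Cox6a1 rose by 2.24 ± 0.26 and Cox8a by 1.71 ± 0.22, while Cox7a1 (-1.57 ± 0.19) and Cox8b (-1.15 ± 0.23) fell.

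Within C10 G58R hearts, OMA1 knockout against heterozygosity changed 875 genes (634 higher, 241 lower). Nmrk2 rose by 5.84 ± 0.50, Lcn2 by 4.69 ± 0.87, Dlg2, a synaptic scaffold protein, by 4.52 ± 0.44 and B4galnt2, a glycosyltransferase, by 4.43 ± 0.36. In C10 G58R OMA1+/- hearts Nmrk2 and Dlg2 lay below the background on 1 of 4 arrays and B4galnt2 on 2. Among falls, the chemokine genes Ccl21b and Ccl21c, whose values were identical, were at -3.62 ± 0.52, Rpl3l at -3.03 ± 0.33, the potassium channel gene Kcnj2 at -2.01 ± 0.47, and Atf5 at -1.27 ± 0.25. The call of Kcnj2 was lost without C10 G58R OMA1+/- replicate 4 (-1.65) or C10 G58R OMA1-/- replicate 1 (-1.82) or 4 (-1.80). Atf4 stood at 0.47 ± 0.25 (adjusted p = 0.392) and Mthfd2 at -0.05 ± 0.50 (adjusted p = 0.982), and Fgf21, below the background on all 4 C10 G58R OMA1+/- arrays, rose by at least 0.46 (adjusted p = 0.00374).

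Cardiac stress and fetal genes had 7 rises and 5 without a call among 12 (8 adjusted over the list alone, camera adjusted p = 1.92e-10, lost at adjusted p = 0.0606 with an estimated correlation), with Nppb at 3.07 ± 0.62, Myh7 at 2.70 ± 0.49 and Rcan1, a calcineurin inhibitor, at 2.09 ± 0.36. Of the tRNA synthetases 10 of 18 rose (12 adjusted over the list alone, camera adjusted p = 8.65e-11, lost at adjusted p = 0.0606 with an estimated correlation). Amino acid transporters had 6 rises and 7 without a call among 13 (8 adjusted over the list alone, camera adjusted p = 6.67e-08, lost at adjusted p = 0.0606 with an estimated correlation), with the cystine transporter Slc7a11 at 2.40 ± 0.32. NRF2 targets, the genes of the antioxidant response, had 4 rises and 7 without a call among 11 (7 adjusted over the list alone, camera adjusted p = 1.9e-07, lost at adjusted p = 0.122 with an estimated correlation), with Srxn1 at 2.48 ± 0.27. Adult contractile, calcium and conduction genes had 2 falls and 14 without a call among 16 (5 lower and 1 higher adjusted over the list alone, camera adjusted p = 5.45e-05, lost at adjusted p = 0.163 with an estimated correlation). Endothelial markers had 0 of 8 past the test and 0 adjusted over the list alone, with all 8 lower (mean -0.51, camera adjusted p = 0.00346, lost at adjusted p = 0.298 with an estimated correlation). The adipocyte mean was 9.81 in C10 G58R OMA1-/- replicate 1 and 5.81 to 6.14 in the other hearts of that group. Without that array the count was 466, without C10 G58R OMA1-/- replicate 2 it was 580, and without C10 G58R OMA1+/- replicate 4 it was 479.

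In C10 WT hearts of the 14-week cohort OMA1 knockout gave 0 genes past adjustment in limma, with 2276 genes at an unadjusted p under the threshold. Asns stood at -1.17 ± 0.44 (adjusted p = 0.347) and Atf4 at 0.22 ± 0.25 (adjusted p = 0.761), while Fgf21 lay below the background on all 4 arrays of both groups. Of 7 adipocyte markers 0 passed over all genes and 6 were lower adjusted over the list alone (adjusted p = 3.47e-07, lost at adjusted p = 0.438 with an estimated correlation), with Adipoq at -5.65 ± 1.39. Macrophage markers had 10 of 10 members lower (mean -0.71, camera adjusted p = 0.00103), lymphocyte markers 7 of 8 (-0.60, 0.00143) and mesothelial markers 5 of 5 (-1.45, 0.00193), with 0 past the test over all genes and 0, 3 and 1 lower adjusted over the list alone. These calls were lost at adjusted p = 0.652, 0.249 and 0.652 with an estimated correlation, all without the 7 arrays, and those of macrophage (-0.02) and mesothelial (-0.44) markers with the adipocyte covariate. Immediate early genes, which respond within minutes to stimulation, had 11 of 11 members higher and 0 past the test (0 adjusted over the list alone, camera adjusted p = 8.91e-05, lost at adjusted p = 0.652 with an estimated correlation and without C10 WT OMA1-/- replicate 1, where the mean was 0.42). The adipocyte means of C10 WT OMA1+/- replicates 1 to 3 given above move with these groups, against 5.61 to 6.84 in the OMA1-/- hearts. Without C10 WT OMA1+/- replicate 4 the count was 1661, and without replicate 1 of that group it was 1.

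Whether OMA1 knockout changed the effect of G58R was tested as an interaction, which passed in 610 genes (437 higher, 173 lower). The effect of G58R was greater without OMA1 by 7.72 ± 1.28 for the B cell chemokine gene Cxcl13, by 5.69 ± 0.71 for Nmrk2, by 3.94 ± 0.88 for Nppb, by 2.48 ± 0.62 for Asns and by 1.67 ± 0.40 for Myc. The interaction was negative for Rpl3l (-3.23 ± 0.46), Hrc (-3.52 ± 0.59) and Tcap, a Z-disc protein (-2.81 ± 0.49), and Cox7a1 (-1.03 ± 0.27). Rpl3l, Hrc and Cox7a1 fell with G58R on OMA1-/-, so that for these the fall was deeper without OMA1. Leaving out arrays in turn ended the calls of Asns, Myc and Cox7a1 with 9, 10 and 11 of 16 arrays, with Asns at 1.96 to 2.89. With the adipocyte marker mean as a covariate, and again without the 7 arrays, the calls were lost for Cxcl13 (5.64 and 5.46), Nppb (3.07 and 3.13), Asns (1.43 and 1.10), Myc (1.52 and 1.34), Hrc (-2.26 and -1.65), Tcap (-2.04 and -1.59) and Cox7a1 (-0.82 and -0.88), and that of Rpl3l without the 7 arrays (-2.07). The call of Cox7a1 was also lost with all 32 arrays in 1 fit and that of Nppb with the trend and robust options. Nmrk2 lay below the background on all C10 WT arrays, so that the size of its interaction is as fitted and no bound. Atf4, at 0.24 ± 0.35, and Mthfd2, at -0.12 ± 0.71, did not pass (adjusted p = 0.776 and 0.953). Of 12 cardiac stress and fetal genes 4 were higher and 8 did not pass (9 adjusted over the list alone, camera adjusted p = 2.36e-06, lost at adjusted p = 0.229 with an estimated correlation). Amino acid transporters had 4 of 13 higher (7 adjusted over the list alone, camera adjusted p = 2.36e-06, lost at adjusted p = 0.185 with an estimated correlation). Adipocyte markers had 0 of 7 past the test over all genes and 5 higher adjusted over the list alone (adjusted p = 0.000225, lost at adjusted p = 0.26 with an estimated correlation). Endothelial markers had 0 of 8 past the test and 3 lower adjusted over the list alone (mean -0.84, camera adjusted p = 0.00225), and macrophage markers 0 of 10 and 6 higher (mean 1.12, camera adjusted p = 0.000795), calls lost at adjusted p = 0.26 and 0.37 with an estimated correlation, with the adipocyte covariate (-0.33 and 0.34) and without the 7 arrays (-0.13 and 0.05). Lymphocyte markers had 1 of 8 higher (2 adjusted over the list alone, mean 0.60, camera adjusted p = 0.0388, lost at adjusted p = 0.243 with an estimated correlation). That call was also lost without C10 WT OMA1+/- replicate 2 (0.44), C10 WT OMA1-/- replicate 2 (0.56) or C10 G58R OMA1+/- replicate 1 (0.56) or 2 (0.62), with all 32 arrays in 1 fit, with the adipocyte covariate (0.46) and without the 7 arrays (0.31). With the adipocyte marker mean as a covariate 44 genes passed and without the 7 arrays 38. Left out in turn, C10 WT OMA1+/- replicate 4 gave 2309 genes, and the other arrays that moved the count most gave 325 to 397.

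**Figure D3:**
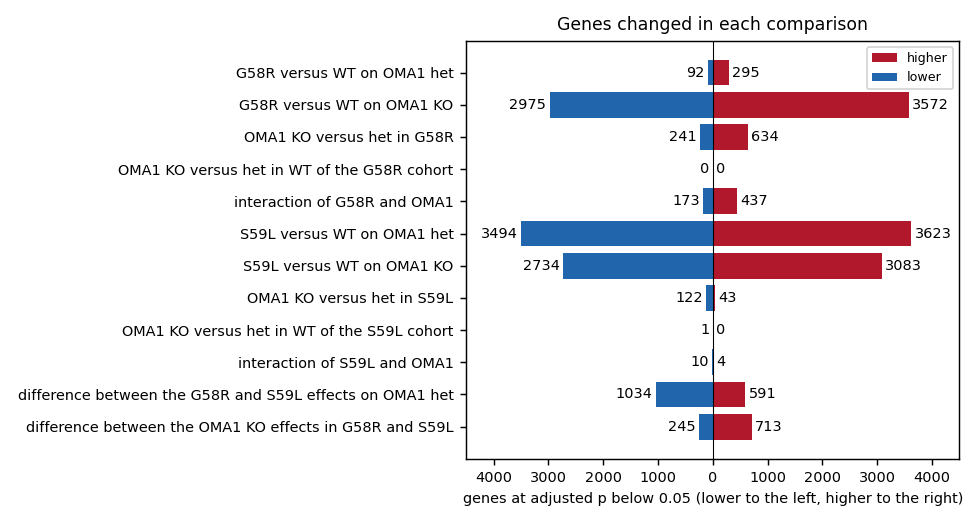
Number of genes higher and lower at the adjusted threshold in each comparison. S59L on OMA1+/- changed 7117 genes and G58R on OMA1+/- changed 387.

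The S59L mutation on the OMA1+/- background changed 7117 genes (3623 higher, 3494 lower), with a median shift over all genes of -0.15. When tested among genes above the background alone the count was 4903 (3356 higher, 1547 lower), with 68.4% higher against 50.9%, and at an adjusted p below 0.01 the share was 61.5%. After quantile normalization the count was 5814 (2754 higher, 3060 lower), with 47.4% higher. Uchl1, a ubiquitin hydrolase that lay below the background on all 4 C10 WT arrays, rose by at least 7.61, Ostn by 8.05 ± 0.67, Mthfd2 by 7.42 ± 0.51, Asns by 6.82 ± 0.36, and Gsta2 and Srxn1, enzymes of glutathione conjugation and of peroxiredoxin repair, by 7.69 ± 0.46 and 7.47 ± 0.55. Nppa, the gene of atrial natriuretic peptide, rose by 6.91 ± 0.94, but its log2 level reached 19.13 in a 14-week and 18.65 in a 20-week C10 WT heart. Whether atrial tissue adds to it stays open, as described below. Falls included Myot, a Z-disc protein, at -6.24 ± 0.60, Rpl3l at -5.38 ± 0.39, Tcap at -4.79 ± 0.36 and Ryr2, the calcium release channel, at -1.98 ± 0.25. Atf4 rose by 3.72 ± 0.34, Atf5 by 3.70 ± 0.42, Fgf21, also below it in C10 WT, by at least 0.45, Ddit3 by 2.06 ± 0.41 and Cebpg by 1.31 ± 0.25.

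Among 13 amino acid transporters 10 rose (10 adjusted over the list alone, camera adjusted p = 2.6e-09, and adjusted p = 0.0116 with an estimated correlation). The calls of the lists that follow were lost with an estimated correlation. Of 18 tRNA synthetases 16 rose (16 adjusted over the list alone, camera adjusted p = 4.75e-12, and adjusted p = 0.135 with an estimated correlation). NRF2 targets had 10 rises among 11 (11 adjusted over the list alone, camera adjusted p = 7.98e-11, and adjusted p = 0.102 with an estimated correlation), with Txnrd1 at 4.31 ± 0.36. Serine, 1C, proline and asparagine synthesis had 10 rises among 14 (11 adjusted over the list alone, camera adjusted p = 5.2e-09, and adjusted p = 0.106 with an estimated correlation), with Phgdh, below the background on 3 of 4 C10 WT arrays, at 4.79 ± 0.26, in a list partly named by the study. Macrophage markers had 9 rises among 10 (9 adjusted over the list alone, camera adjusted p = 9.43e-09, and adjusted p = 0.131 with an estimated correlation), with Csf1r at 4.36 ± 0.39. Endothelial markers had 8 falls among 8 (8 adjusted over the list alone, camera adjusted p = 0.000261, and adjusted p = 0.139 with an estimated correlation), with Kdr at -2.07 ± 0.38. Of 35 complex I subunits 18 fell and 5 rose (18 and 6 adjusted over the list alone, camera adjusted p = 0.0137, and adjusted p = 0.804 with an estimated correlation), with Ndufa5 at -1.84 ± 0.23. In complex IV Cox6a1 rose by 3.45 ± 0.25 and Cox8a by 2.57 ± 0.21, and Cox7a1 fell (-1.79 ± 0.30).

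With OMA1 knocked out, S59L changed 5817 genes (3083 higher, 2734 lower; median shift over all genes -0.10). When tested among genes above the background alone the count was 4391 (2935 higher, 1456 lower), with 66.8% higher against 53%, and after quantile normalization it was 5031 (2360 higher, 2671 lower), with 46.9% higher. Car3, a carbonic anhydrase abundant in fat and muscle, rose by at least 6.55, Bmp10, a growth factor of the atria, by at least 5.78 and Uchl1 by at least 6.28, each below the background on all 4 C10 WT arrays. Mthfd2 rose by 5.68 ± 0.51 and Asns by 5.48 ± 0.36. The call of Car3 was lost with the adipocyte (1.46) and the atrial (3.80) marker mean as a covariate. Without the 7 arrays the fitted changes of Car3 and Bmp10 were 3.67 and 4.66, calls kept, against 8.04 and 7.90. Rpl3l (-5.79 ± 0.39) and Hrc (-5.07 ± 0.38) fell. Atf4 rose by 1.67 ± 0.34 and Atf5 by 1.67 ± 0.42, and Fgf21, below the background on all 4 arrays of both groups, and Lonp1, at 0.53 ± 0.44, did not pass (adjusted p = 0.654 and 0.383). NRF2 targets had 10 rises among 11 (10 adjusted over the list alone, camera adjusted p = 2.16e-09, lost at adjusted p = 0.144 with an estimated correlation), and cardiac stress and fetal genes 9 among 12 (9 higher and 1 lower adjusted over the list alone, camera adjusted p = 0.000182, lost at adjusted p = 0.269 with an estimated correlation). Atrial markers were called higher in the same contrast (2.83 to 4.44 with each array left out, a call lost with 3 of 16), as described further below. Macrophage markers had 8 rises among 10 (9 adjusted over the list alone, camera adjusted p = 7.3e-06, lost at adjusted p = 0.269 with an estimated correlation) and endothelial markers 6 falls among 8 (6 adjusted over the list alone, camera adjusted p = 0.00235, lost at adjusted p = 0.272 with an estimated correlation). Adipocyte markers had 4 rises among 7 (6 adjusted over the list alone, camera adjusted p = 0.0102, lost at adjusted p = 0.566 with an estimated correlation, with either filter on dim genes and with the atrial covariate, where the mean was 1.70 against 4.15), and the adipocyte mean was 11.68 and 13.61 in C10 S59L OMA1-/- replicates 1 and 2.

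Within C10 S59L hearts OMA1 knockout changed 165 genes (43 higher, 122 lower). Aldh18a1, the enzyme that starts proline synthesis, fell by 2.81 ± 0.36 on the log2 scale, and values were -3.41 ± 0.49 for Slc7a3, -3.05 ± 0.48 for Slc7a5, -2.91 ± 0.19 for Inhba, a subunit of activin, and -2.72 ± 0.35 for Slc7a11. Falls were also found for Atf4 at -1.74 ± 0.34, Atf5 at -2.20 ± 0.42, Asns at -1.93 ± 0.36, Mthfd2 at -2.28 ± 0.51 and Lonp1 at -2.09 ± 0.44, and for Fgf21, below the background on all 4 C10 S59L OMA1-/- arrays, with a difference of at least 0.45 (adjusted p from 0.0153 to 0.0451). Left out in turn, 12 of 16 arrays ended the call of Mthfd2 (-2.58 to -1.59 over all 16). The other calls were lost without C10 S59L OMA1+/- replicate 3 or 4, at -1.70 for Atf4 with either, -1.89 and -2.06 for Atf5, -1.89 and -1.88 for Asns, and -1.88 and -1.92 for Lonp1, and for Fgf21, which has only a bound, at limma adjusted p = 0.075 and 0.081. That of Lonp1 was also lost without replicate 2 of that group (-2.17) or 20-week C10 WT OMA1+/- replicate 3 (-2.09), that of Atf4 without C10 S59L OMA1-/- replicate 2 (-1.50) or the 7 arrays of high adipocyte markers (-1.63) and that of Atf5 without replicate 3 of that group (limma adjusted p = 0.054). With only the groups compared in the fit the calls of Aldh18a1, Slc7a3, Slc7a5, Slc7a11, Atf4, Atf5, Asns, Mthfd2, Lonp1 and Fgf21 were lost. That of Mthfd2 was also lost with quantile normalization, centred arrays, the trend and robust options and either marker covariate (-1.79 adipocyte, -2.11 atrial). Lcn2 rose by 5.20 ± 0.38 and Etfbkmt, a mitochondrial methyltransferase, by 2.42 ± 0.29.

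Of 14 genes in the partly study-named serine, 1C, proline and asparagine list 7 fell and 7 did not pass (11 adjusted over the list alone, camera adjusted p = 8.48e-17, and adjusted p = 0.016 with an estimated correlation). Amino acid transporters had 7 falls and 6 without a call among 13 (7 lower and 1 higher adjusted over the list alone, camera adjusted p = 3.05e-08, and adjusted p = 0.016 with an estimated correlation). Of 18 tRNA synthetases 7 fell and 11 did not pass (14 adjusted over the list alone, camera adjusted p = 9.11e-18, lost at adjusted p = 0.084 with an estimated correlation), with Yars at -1.77 ± 0.26, a call lost with only the groups compared. Macrophage markers had 2 falls and 8 without a call among 10 (4 adjusted over the list alone, camera adjusted p = 7.95e-08, lost at adjusted p = 0.166 with an estimated correlation), with Cx3cr1, below the background on all 4 C10 S59L OMA1-/- arrays, lower there by at least 0.63. Adipocyte markers had 0 of 7 past the test (1 higher adjusted over the list alone) and all 7 higher, with a mean of 2.27 (camera adjusted p = 0.00226, lost at adjusted p = 0.463 with an estimated correlation). That call was also lost without C10 S59L OMA1-/- replicate 1 (1.59) or 2 (0.94) and with the atrial covariate (1.29), and the mean was 3.60 without C10 S59L OMA1+/- replicate 1. Skeletal muscle markers had 0 of 8 past the test (0 adjusted over the list alone) and all 8 higher, with a mean of 0.63 (camera adjusted p = 0.00201, lost at adjusted p = 0.384 with an estimated correlation). That call was also lost without C10 S59L OMA1-/- replicate 1 (0.19) and without the 7 arrays (0.07), and kept at 1.08 with array weights and at 0.37 with the adipocyte covariate. The adipocyte mean was 11.35 in C10 S59L OMA1+/- replicate 1 and above 9 in C10 S59L OMA1-/- replicates 1 and 2, and without the 7 arrays 317 genes passed. With only the groups compared in the fit 14 did, with all 32 arrays 284, without 20-week C10 WT OMA1+/- replicate 3 there were 102, without C10 S59L OMA1+/- replicates 3 or 4 there were 46 or 48, and without C10 S59L OMA1-/- replicates 1, 2 or 4 there were 264, 103 or 267.

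In C10 WT hearts of the 20-week cohort OMA1 knockout changed 1 gene, Sult3a2, a sulfotransferase, (adjusted p = 0.00779). It lay below the background of 6.59 on all 4 arrays of both groups (means 4.55 and 6.24) and was named after its values were seen. At an unadjusted p under the threshold there were 1113 genes. Atf4 stood at 0.31 ± 0.34 and Asns at -0.59 ± 0.36 (adjusted p = 0.987 and 0.901). Of the lists, 3 passed camera, with 0 members past the test and 0 adjusted over the list alone in each, and lost the call at adjusted p = 0.99 with an estimated correlation. Mesothelial markers had 5 of 5 members higher (mean 1.33, camera adjusted p = 0.0245), a call lost without C10 WT OMA1+/- replicate 3 (1.02) or C10 WT OMA1-/- replicate 4 (1.07) and with the atrial covariate (0.63). Cell division genes had 1 of 11 higher (mean -0.35, camera adjusted p = 0.0245), a call lost without C10 WT OMA1+/- replicate 2 (-0.32) or C10 WT OMA1-/- replicate 1 (-0.30) or 4 (-0.33), with all 32 arrays and with either filter on dim genes (-0.31). Immediate early genes had 9 of 11 higher (mean 0.43, camera adjusted p = 0.0379), a call lost without C10 WT OMA1+/- replicate 2 (0.41), 3 (0.34) or 4 (0.38), C10 WT OMA1-/- replicate 1 (0.10) or C10 S59L OMA1-/- replicate 4 (0.43), with all 32 arrays, quantile normalization, array weights (0.39) and the atrial covariate (0.26). The call on Sult3a2 was the whole count, which was 0 without C10 WT OMA1+/- replicate 1 or C10 WT OMA1-/- replicate 4 and 2 without C10 WT OMA1-/- replicate 1 or 3.

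The interaction of S59L and OMA1 passed in 14 genes (4 higher, 10 lower). Lower values, that is a smaller effect of S59L without OMA1, were found for Aldh18a1 (-2.88 ± 0.51), Inhba (-2.65 ± 0.27), Phgdh, the enzyme that starts serine synthesis (-2.27 ± 0.37), and Yars (-2.23 ± 0.36), and Lcn2 was higher by 4.91 ± 0.54. The calls were lost with each of 12 of 16 arrays left out for Aldh18a1 (-3.18 to -2.47 over all 16), 9 for Phgdh (-2.41 to -2.07) and 10 for Yars (-2.49 to -2.02), and those of Aldh18a1 and Yars also with arrays centred on their medians. Inhba lay below the background on all C10 WT arrays, so that its value too is as fitted and no bound. Atf4, at -2.05 ± 0.48, did not pass (adjusted p = 0.154). Of 14 serine, 1C, proline and asparagine genes 2 were lower and 12 did not pass (10 adjusted over the list alone, camera adjusted p = 2.56e-11, lost at adjusted p = 0.0685 with an estimated correlation; partly study-named). Amino acid transporters had 0 past the test over all genes and 8 lower adjusted over the list alone (adjusted p = 2.44e-08, and adjusted p = 0.0185 with an estimated correlation). Of 3 cell type lists that passed camera none had a member past the test over all genes. Macrophage markers had 9 of 10 members lower and 2 lower adjusted over the list alone (mean -0.79, camera adjusted p = 0.000263, lost at adjusted p = 0.576 with an estimated correlation, and kept at -0.49 with the adipocyte covariate). Skeletal muscle markers had 8 of 8 higher and 0 adjusted over the list alone (mean 0.71, camera adjusted p = 0.0165, lost at adjusted p = 0.614 with an estimated correlation), a call also lost without C10 S59L OMA1-/- replicate 1 (0.27), with the adipocyte covariate (0.44) and without the 7 arrays (0.15), and kept at 1.15 with array weights. Adipocyte markers had 6 of 7 higher and 0 adjusted over the list alone (mean 2.35, camera adjusted p = 0.031, lost at adjusted p = 0.814 with an estimated correlation). That call was also lost without 20-week C10 WT OMA1+/- replicate 2 (2.32), C10 WT OMA1-/- replicate 3 (2.34), C10 S59L OMA1+/- replicate 2 (1.86) or 3 (1.64) or C10 S59L OMA1-/- replicate 1 (1.67) or 2 (1.03), and the mean was 3.68 without C10 S59L OMA1+/- replicate 1. With arrays centred on their medians 4 genes were higher and 6 lower (40% against 28.6% higher as deposited), and among genes above the background alone 4 were higher and 18 lower, so that the number higher stayed at 4. Without replicate 1 of C10 S59L OMA1+/- or OMA1-/- hearts there were 26 or 38 genes, and without the other arrays that moved the count 3 to 9.

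The effects of the mutations on the OMA1+/- background, each against C10 WT of its own cohort, differed in 1625 genes (591 with a higher value for G58R, 1034 with a lower one); age and cohort go with the mutation. Values for G58R were lower for Uchl1 (-6.87 ± 0.85), Srxn1 (-6.06 ± 0.64), Myc (-2.49 ± 0.46), Cox6a1 (-2.40 ± 0.36), Atf4 (-1.56 ± 0.43) and Fgf21 (-1.56 ± 0.47), and higher for Myot (4.90 ± 0.93), Tcap (4.38 ± 0.52) and Ryr2 (2.29 ± 0.47). The call of Fgf21 was lost with each of 9 of 16 arrays left out (-1.84 to -1.34 over all 16), and those of Atf4 (-1.49), Fgf21 (-1.63) and Ryr2 (adjusted p = 0.066) without the 7 arrays of high adipocyte markers, where Cox6a1 kept its call at -1.54. The call of Fgf21 was also lost with the adipocyte covariate (-1.63), with which Ryr2 kept its call at 1.45. Fgf21 lay below the background on all arrays of 3 of these 4 groups and Uchl1 on all 20-week C10 WT OMA1+/- arrays, so that the sizes of these differences are as fitted and no bounds. Mthfd2 (-0.67 ± 0.77) and Lonp1 (-0.27 ± 0.54) did not pass (adjusted p = 0.652 and 0.815). NRF2 targets had 9 of 11 lower (10 adjusted over the list alone, camera adjusted p = 1.47e-13, and adjusted p = 0.0134 with an estimated correlation) and amino acid transporters 6 of 13 (8 adjusted over the list alone, camera adjusted p = 4.42e-07, and adjusted p = 0.0134 with an estimated correlation). Macrophage markers had 8 of 10 lower (9 adjusted over the list alone, mean -2.39, camera adjusted p = 7.13e-11, lost at adjusted p = 0.0739 with an estimated correlation, and kept at -1.56 without the 7 arrays). Adipocyte markers had 1 of 7 lower (5 adjusted over the list alone, mean -4.68, camera adjusted p = 0.000898, lost at adjusted p = 0.487 with an estimated correlation and with either filter on dim genes, and kept at -2.82 with the atrial covariate). Endothelial markers had 1 of 8 higher (1 adjusted over the list alone, mean 0.98, camera adjusted p = 0.00388, lost at adjusted p = 0.358 with an estimated correlation and without the 7 arrays, where the mean was 0.36). Lymphocyte markers had 1 of 8 lower (1 adjusted over the list alone, mean -1.02, camera adjusted p = 0.0311) and mesothelial markers 0 of 5 (0 adjusted over the list alone, mean -2.26, camera adjusted p = 0.0168), both lost at adjusted p = 0.515 with an estimated correlation and with the adipocyte (-0.20 and -0.60) and atrial (-0.68 and -0.79) covariates. The lymphocyte call was also lost without 20-week C10 WT OMA1+/- replicate 2 (-0.96) or C10 S59L OMA1+/- replicate 4 (-0.89), and the mesothelial one without C10 S59L OMA1+/- replicate 1 (-1.65), with either filter on dim genes and without the 7 arrays (-0.69). Quantile normalization put 49.7% of calls higher against 36.4% as deposited. Without 14-week C10 WT OMA1+/- replicate 3 or 4 the count was 1072 or 2674, and without the 7 arrays of high adipocyte markers 417.

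The effect of OMA1 knockout in C10 G58R against that in C10 S59L hearts differed in 958 genes (713 higher in C10 G58R, 245 lower). Differences were 8.11 ± 0.89 for Nmrk2, 7.75 ± 0.65 for B4galnt2, 5.12 ± 0.49 for Slc7a11, 3.79 ± 0.48 for Aldh18a1, 3.44 ± 0.47 for Fgf21, 3.24 ± 0.60 for Asns and 2.21 ± 0.43 for Atf4. Fgf21 lay below the background on all C10 G58R OMA1+/- and C10 S59L OMA1-/- arrays, so that the size of its difference is as fitted. Of 18 tRNA synthetases 14 were higher and 4 did not pass (14 adjusted over the list alone, camera adjusted p = 8.1e-22, and adjusted p = 0.00629 with an estimated correlation). Of 13 amino acid transporters 9 were higher (9 adjusted over the list alone, camera adjusted p = 8.52e-12, and adjusted p = 0.000808 with an estimated correlation). The partly study-named serine, 1C, proline and asparagine list had 8 of 14 higher (11 higher and 1 lower adjusted over the list alone, camera adjusted p = 1.84e-11, and adjusted p = 0.00629 with an estimated correlation), and the list of Myc and ribosome biogenesis 5 of 13 (9 adjusted over the list alone, camera adjusted p = 6.61e-10, and adjusted p = 0.00629 with an estimated correlation). Macrophage markers had 3 of 10 higher (5 adjusted over the list alone, mean 1.35, camera adjusted p = 6.81e-06) and endothelial markers 1 of 8 lower (3 adjusted over the list alone, mean -0.80, camera adjusted p = 0.00123), calls lost at adjusted p = 0.182 and 0.208 with an estimated correlation. Skeletal muscle markers had 0 of 8 past the test (0 adjusted over the list alone) and 7 lower, with a mean of -0.75 (camera adjusted p = 0.00873, lost at adjusted p = 0.282 with an estimated correlation), a call also lost without C10 S59L OMA1-/- replicate 1 (-0.32) and without the 7 arrays (-0.23), and kept at -1.25 with array weights. Without the 7 arrays 622 genes passed.

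**Figure D4:**
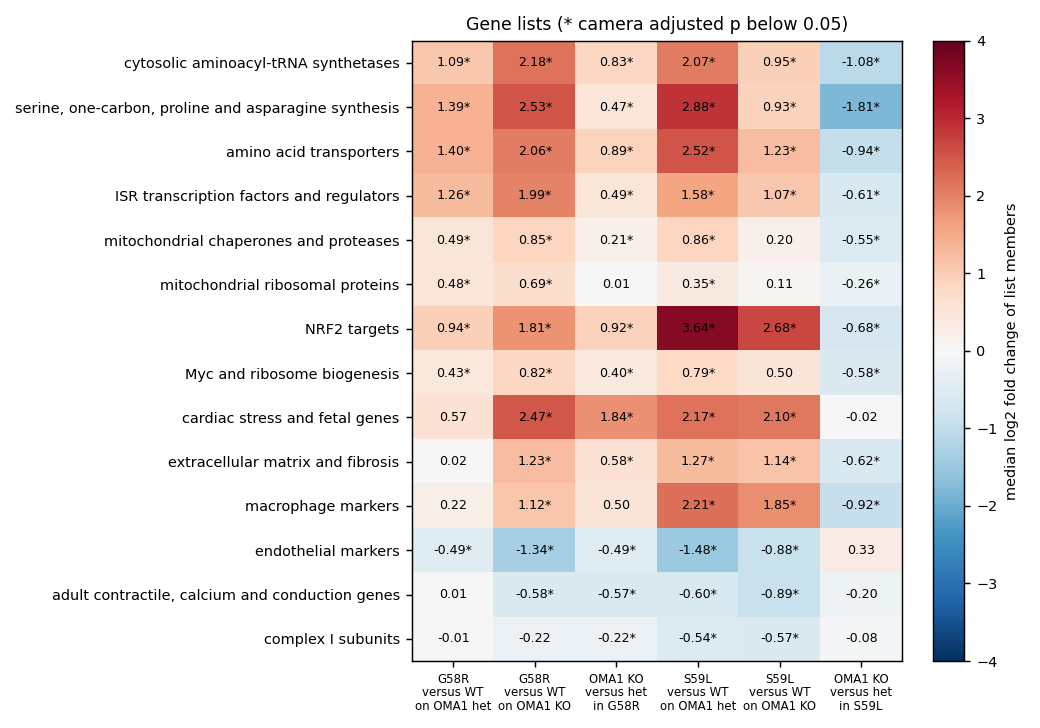
Median log2 fold change of the members of each gene list (rows) in each comparison (columns), in colour; stars mark lists whose camera adjusted p passed. The colours of amino acid transporters and tRNA synthetases differ in sign between OMA1 knockout in C10 G58R and in C10 S59L hearts.

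Across 19505 genes, which are not independent replicates, the G58R and S59L effects on OMA1+/- had a Pearson r of 0.503 and a Spearman rho of 0.52, and on OMA1-/- 0.757 and 0.742. No arrays were shared between the cohorts. Of 295 genes that rose with G58R on OMA1+/-, 227 also rose with S59L, against 54.8 for independent lists, and 22 of 92 that fell also fell, against 16.5. Genes that rose with G58R and fell with S59L numbered 3, against 52.8, and those that fell with G58R and rose with S59L 2, against 17.1. The r on OMA1+/- was 0.285 without 14-week C10 WT OMA1+/- replicate 4.

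The genes changed by each mutation were followed into its OMA1 knockout hearts. Of 387 genes changed by G58R on OMA1+/-, 113 (29.2%) had the opposite sign in OMA1 knockout against heterozygosity, 26 (6.7%) moved back past adjustment over those genes, and 124 (32%) moved further from C10 WT. The share moved back was 3.67%, 3.52% and 3.81% without C10 G58R OMA1-/- replicates 1, 2 and 4, 3.76% without C10 G58R OMA1+/- replicate 4 and 4.10% without C10 WT OMA1+/- replicate 3. With the adipocyte covariate 2.06% moved back and 16.4% further, without the 7 arrays 1.83% and 10.9%, and with only the groups compared in the fit 4.76% and 61.9%. Of 7117 genes changed by S59L, 71.7% had the opposite sign and 236 (3.3%) moved back past adjustment. That share was 1.70% without C10 S59L OMA1+/- replicate 4, 2.12% and 5.18% without C10 S59L OMA1-/- replicates 2 and 4, 0.501% with only the groups compared and 6.71% for genes at 0.01. Both contrasts share the mutant OMA1+/- arrays, so that arrays simulated with no effect of OMA1 gave opposite signs in 69.5% of genes for G58R and 58.6% for S59L, and 0% moved back. Those simulations used the observed effects as true ones and changed 2138 genes on average for G58R, more than were observed, and 8337 for S59L. With the mutant OMA1+/- arrays split between the contrasts in 6 ways, the share moved back was 1.6% to 3.3% for G58R and 0.6% to 5.2% for S59L, with opposite signs in 11.3% to 25% and in 57.6% to 73.9%.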

Values the study reported

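The study reported that approximately 70% of the genes differentially expressed between C10 G58R and C10 WT hearts were suppressed when OMA1 was lowered with antisense oligomers in adult mice. Those antisense-treated hearts are a separate experiment and are not analysed here. In the same antisense experiment the study reported that the ratio of phosphorylated to unphosphorylated eIF2α, the trigger of the integrated stress response, dropped to 27% of the level with the control oligomer. For the OMA1 knockout hearts analysed here, the study reported that the knockout suppressed the integrated stress response in C10 S59L mice. In C10 G58R mice it reported a mild rise of some ATF4-dependent genes. It describes this as likely due to another route of ATF4 activation in the decompensated animals.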

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

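The tests that weigh 3 patterns were chosen after those patterns were seen, the count of OMA1 knockout in C10 G58R hearts was known when it was chosen, the reading of the atrial test was changed after its value was seen, and the permutations of residuals were chosen after the other splits were seen.

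In 9 of 200 groups of 4 values, 1 array stood apart from the other 3, and chance gives about 1 in 20 groups. Log2 levels that stood apart were Oma1 at 9.20 in C10 WT OMA1-/- replicate 4 at 14 weeks (others 9.45 to 9.48), Chchd10 at 15.01 in C10 WT OMA1+/- replicate 1 at 14 weeks (15.98 to 16.12) and Fgf21 at 5.49 in replicate 2 of that group (4.78 to 4.89). In C10 WT OMA1+/- replicate 1 at 20 weeks they were Atf4 at 12.42 (others 11.87 to 11.95) and Cox7a1 at 17.15 (17.43 to 17.47). In C10 S59L hearts they were Asns at 15.49 in OMA1+/- replicate 1 (15.98 to 16.01), Cox6a1 at 17.93 in OMA1+/- replicate 3 (17.52 to 17.56) and Myc at 8.08 in OMA1-/- replicate 3 (9.60 to 9.85). The adipocyte marker mean of C10 G58R OMA1-/- replicate 1 was 9.81 (others 5.81 to 6.14).

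The effect of a mutation differed with OMA1 in 610 genes for G58R and in 14 for S59L. For G58R these included Asns (2.48), Aldh18a1 (1.63), Cox7a1 (-1.03), Myc (1.67) and Nppb (3.94), and for S59L Aldh18a1 (-2.88). The calls of Aldh18a1 were lost with each of 12 of 16 arrays left out, for G58R (1.43 to 1.99) as for S59L (-3.18 to -2.47), and for G58R also with all 32 arrays in 1 fit, with the adipocyte covariate (1.05) and without the 7 arrays of high adipocyte markers (0.55). Between the mutations on OMA1+/- the effect differed in 1625 genes, with Atf4 at -1.56, Fgf21 at -1.56, Aldh18a1 at -2.42, Cox6a1 at -2.40, Cox7a1 at 1.25, Myc at -2.49, Nppa at -6.34 and Nppb at -3.38. The call of Nppb was lost with each of 10 of 16 arrays left out (-3.90 to -2.70 over all 16), that of Fgf21 with 9 (-1.84 to -1.34) and that of Cox7a1 without 14-week C10 WT OMA1+/- replicate 3 (1.22) or C10 G58R OMA1+/- replicate 4 (1.13). Without the 7 arrays, which leaves 1 C10 WT OMA1+/- array at 14 weeks, calls were lost for Nppa (-2.74), Nppb (-2.62), Aldh18a1 (-1.45), Cox7a1 (1.19), Atf4 (-1.49) and Fgf21 (-1.63), and Cox6a1 kept its call at -1.54. With the adipocyte covariate those of Nppa (-5.19), Nppb (-2.86) and Fgf21 (-1.63) were lost, with the atrial covariate that of Nppb (-3.02), while Nppa was at -3.89, and with the trend and robust options that of Nppb. The log2 level of Nppa in 14-week C10 WT OMA1+/- hearts was 18.98, 18.23 and 19.13 in replicates 1 to 3 and 14.24 in replicate 4, against 10.48 to 13.77 in 20-week C10 WT OMA1+/- hearts. The effect of OMA1 knockout differed between mutants in 958 genes, with Atf4 at 2.21, Asns at 3.24, Fgf21 at 3.44, Lonp1 at 2.60, Aldh18a1 at 3.79, Myc at 3.14 and Myh7 at 2.88, the last a call lost without the 7 arrays (adjusted p = 0.13) and with only the groups compared. Of 2634 probe sets without a gene name, which no comparison of the report uses, 15 changed with G58R and 971 with S59L on OMA1+/-, and 993 and 819 on OMA1-/-.

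G58R on OMA1+/- changed few genes (387) beside the other comparisons of a mutant with C10 WT. Set against 14-week C10 WT OMA1-/- hearts the same mutant hearts differed in 2789 genes, 303 of them among the 387, as an explanation by C10 WT OMA1+/- hearts that lie apart would need, although that contrast also holds the effect of OMA1. Taking the adipocyte marker mean as a covariate gave 1459 genes, as uneven fat tissue among the hearts would need. OMA1 knockout against heterozygosity in C10 G58R hearts, which uses no C10 WT array, changed 875 genes, more than the 387, as a smaller response with OMA1 present would need. That test cannot decide, since its bound is the count in question, and the 1459 genes with the covariate exceed 875. All 3 may contribute, and these tests do not separate them.

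In C10 S59L hearts the atrial marker list had a mean of 3.76 on OMA1+/-, which did not pass (adjusted p = 0.0623), and of 3.58 on OMA1-/- (adjusted p = 0.0218), a call lost at adjusted p = 0.562 with an estimated correlation and without C10 WT OMA1-/- replicate 2 (2.87) or 3 (2.83) or C10 S59L OMA1-/- replicate 2 (2.89), with either filter on dim genes (4.19), with the adipocyte covariate (1.29) and without the 7 arrays (1.77). Of 6 atrial genes outside the list, 3 were higher, with a median of 0.00 and values from -0.77 (Kcnk3) to 3.46 (Mybphl). The median met the bound of 0.5 written beforehand against more atrial tissue, but not by more than the spread of the members, and the reading was changed to open for that reason after the value was seen. After quantile normalization the mean was 3.57 (adjusted p = 0.0692), so that unequal array spread removed little of it, and this too stays open because the list did not pass before or after. Atrial tissue in the samples and a change of expression cannot be told apart here.

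OMA1 knockout moved serine, 1C, proline and asparagine synthesis differently in the mutants, by a mean of 1.89. With sex as a covariate the mean was 1.88 (adjusted p = 2.61e-11), and with the adipocyte marker mean 1.85 (adjusted p = 5.11e-11), which argues against either as the whole cause. A difference between the mutations in what OMA1 does was not tested apart from age, which goes with the mutation, nor from the early death of most C10 G58R OMA1-/- pups that the study describes, so that all of these stay open.

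Other splits of the same arrays were run for every count. The real grouping alone gave as many genes for G58R on OMA1+/- (387 genes, 1 of 35 splits as large, highest other 322) and on OMA1-/- (6547, 1 of 35, 0). The same held for OMA1 knockout in C10 G58R hearts (875, 1 of 35, 1). It also held for S59L on OMA1+/- (7117, 1 of 35, 0) and on OMA1-/- (5817, 1 of 35, 2). Since 1 of 35 is the smallest share that 35 splits can give, chance is unlikely for each rather than excluded. For G58R on OMA1+/- the highest other split came near, and leaving out 1 array gave as few as 144 genes. The split with 322 genes set replicates 1 and 2 of both genotypes against the rest. For interactions and differences such splits decide nothing, since they reassign arrays across all 4 groups and put the effects of the mutations into the spread. They gave a count as large in 3 of 100 for the interaction of G58R and OMA1 (610, highest other 2253), 2 of 100 for that of S59L (14, 7088), 6 of 100 for the difference between the mutations on OMA1+/- (1625, 6883) and 3 of 100 for the difference between knockout effects (958, 1163). The split with 7088 genes set 1 mutant array of 8 on one side and that with 6883 all 8, which points to the difference between mutant and C10 WT hearts as a structure of the samples, while the split with 2253 set 5 of 8. Permutations of residuals with the main effects kept take the residuals of the 4 groups as exchangeable. They gave a count as large in 2 of 100 for the G58R interaction (highest other 1091) and 2 of 100 for that of S59L (37). For the differences it was 1 of 100 on OMA1+/- (321) and 2 of 100 for knockout effects (1055). Counts as large were thus rare, but chance is not excluded, since the spread was unequal between groups. At 14 weeks the median SD over genes was 0.372 in C10 WT OMA1+/- and 0.272 in C10 WT OMA1-/- hearts. The count for the S59L interaction was 3 without 20-week C10 WT OMA1+/- replicate 3 or C10 S59L OMA1+/- replicate 2 or 3.

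Chance cannot be excluded for OMA1 knockout in C10 WT hearts at 20 weeks (1 gene, 2 of 35 splits as large, highest other 28) or in C10 S59L hearts (165, 2 of 35, 211). At 14 weeks in C10 WT hearts the splits decide nothing, because a count of 0 genes in limma (2276 at an unadjusted p under the threshold) makes 35 of 35 splits as large (highest other 1234). The split with 1234 genes set C10 WT OMA1+/- replicates 1 to 3, the hearts with high adipocyte markers, with OMA1-/- replicate 4 against the rest, which points to that structure of the samples. The split with 211 genes set C10 S59L OMA1+/- replicate 1 with OMA1-/- replicates 1 to 3, which puts all 3 hearts with high adipocyte markers on 1 side. It exchanges 1 heart per genotype and so keeps most of the real contrast, and it is the only other split as large. The split with 1234 genes likewise exchanges 1 heart per genotype.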

How the results depend on the processing

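Both marker covariates, the fit without 7 arrays and the control of 8 arrays were chosen after seeing the data. Outside leave-one-out, named genes stayed on their side of the threshold in 10936 cases, lost their call in 378, gained one in 208 and reversed in 1. Genes without a call in both fits count as kept whatever their direction, and reversals without a call were not counted. For lists these were 2310 kept, 448 lost and 5 reversed. With 1 array left out, genes stayed on their side in 12911 cases, lost their call in 657 and gained one in 128. Lists kept their call in 2698 and lost it in 150. Causes were not tested except where fewer arrays or a stricter threshold set the value. Dim genes lie near the background of 6.59, where signal limits what can be seen. Marker lists were not refitted under their own covariate.

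For G58R on OMA1+/- the count was 63 with only the groups compared, 251 with array weights, 1459 with the adipocyte covariate, 2515 without the 7 arrays (which keeps 1 C10 WT OMA1+/- array, assumed to vary like the others), 2173 with 8 C10 WT controls (368 of them shared) and 107 at 0.01. Array weights gave 1387 for OMA1 knockout in C10 G58R, 501 in 14-week C10 WT, 2018 for the G58R interaction, 24 for that of S59L, 2901 for the difference on OMA1+/- and 1608 for that of knockout effects. The adipocyte covariate gave 44 and 22 for the G58R and S59L interactions, and the atrial one 4 for 14-week C10 WT. Without the 7 arrays the interactions gave 38 and 150, knockout in C10 S59L 317 and the differences 417 and 622. For knockout in C10 S59L the count was 14 with only the groups compared and 284 with all 32 arrays, which gave 3 for 20-week C10 WT and 49 for the S59L interaction. Either filter on dim genes gave 22 for the S59L interaction and, in limma, 0 for 20-week C10 WT, where 1113 of all genes had an unadjusted p under the threshold.

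At 0.01 counts were 3890 (G58R on OMA1-/-), 356 (knockout in C10 G58R), 133 (G58R interaction), 4157 and 3097 (S59L on OMA1+/- and OMA1-/-), 36 (knockout in C10 S59L), 3 (S59L interaction), and 687 and 469 (differences). With a log2 change of at least 1 they were 3331 for G58R on OMA1-/- and 3625 and 3022 for S59L. The share moved back for G58R was 2.06% with the adipocyte covariate, 1.83% without the 7 arrays, and 1.8%, 2.3%, 1.6%, 1.9% and 2.1% in 5 of the 6 splits, and for S59L it was 6.71% at 0.01 and 0.501% with only the groups compared.

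Without the 7 arrays Retn (0.15) and the adipocyte markers (0.18) reversed in G58R on OMA1+/-, as did adipocyte markers in the G58R interaction (-0.26), which follows from leaving out arrays by these markers and shows nothing about them. Macrophage markers in knockout at 14 weeks in C10 WT (0.28), and extracellular matrix genes in knockout in C10 S59L (0.28) and the S59L interaction (0.20) reversed too, and the cause was not tested.

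Leaving out each array gave 144 to 439 (G58R on OMA1+/-), 5113 to 7279 (on OMA1-/-), 466 to 1174 (knockout in C10 G58R), 0 to 1661 (in 14-week C10 WT), 325 to 2309 (G58R interaction), 5429 to 7483 and 4405 to 6041 (S59L on OMA1+/- and OMA1-/-), 46 to 267 (knockout in C10 S59L), 0 to 2 (in 20-week C10 WT), 3 to 38 (S59L interaction), 1072 to 2674 and 648 to 1365 (differences), r from 0.285 to 0.576, and shares from 3.52% to 6.61% (G58R) and 1.70% to 5.18% (S59L).

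Whether replicate numbers pair the arrays stays open, since the counts to be had without pairing were not computed. Of 24 same-numbered pairs per cohort, 6 in the G58R cohort and 11 in the S59L cohort correlated above 0.1. The lowest and highest r were -0.384 and 0.332 in the G58R cohort and -0.205 and 0.262 in the S59L cohort. Of 16 arrays per cohort, 6 and 8 in the same order correlated best with their own replicate number. With the number as a replicate block the counts were 445, 6535, 876, 0, 609, 7086, 5881, 143, 1, 12, 1693 and 1002 in the order of the ranges above.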

Other observations

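The account of circadian genes, a list fixed in advance, was chosen after the data were seen, as were the adipocyte covariate and the fit without 7 arrays named with it. With OMA1 knocked out in C10 G58R hearts, Per3 fell by 1.85 ± 0.35 on the log2 scale, Dbp by 1.73 ± 0.31 and Nr1d2, a repressor of the clock, by 1.38 ± 0.19 (limma adjusted p = 0.00379, 0.00235 and 0.000188). Arntl, which encodes the clock activator BMAL1, rose by 2.21 ± 0.52 and Clock, its partner, by 1.06 ± 0.26. Of 14 circadian genes 2 rose, 3 fell and 9 did not pass (2 higher and 6 lower adjusted over the list alone, camera adjusted p = 0.0457, lost at adjusted p = 0.163 with an estimated correlation). The call of the list was also lost with each of 6 of 16 arrays left out (-0.39 to -0.25 over all 16). The call of Dbp was lost with all 32 arrays in 1 fit (adjusted p = 0.082).

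The interaction of G58R and OMA1 passed for Per3 (-2.92 ± 0.50), Nr1d2 (-1.54 ± 0.27) and Clock (1.70 ± 0.37). These calls were lost with the adipocyte marker mean as a covariate (-2.22, -1.35 and 1.56) and without the 7 arrays of high adipocyte markers (-1.98, -1.40 and 1.31). The time of day at which hearts were collected is not given in the sources used here.

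The spread of log2 values over genes on an array had group means of 3.14 and 3.19 for C10 G58R and 3.13 and 3.11 for C10 S59L (OMA1+/-, then OMA1-/-), against 3.02 and 2.96 in C10 WT at 14 weeks and 2.85 and 2.87 at 20 weeks. These differences were not tested. The study names FGF21 among the ATF4 targets raised in both mutants on the OMA1+/- background. Here Fgf21 passed for S59L on that background and did not pass for G58R, where it lay below the background of 6.59 on all 4 arrays of both groups.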
